A study of Mus musculus with 4 samples. Its data were reported in "Macrophage ferritin heavy chain/α-synuclein regulatory axis modulates ferroptosis during kidney injury" (2026).

How the data were processed

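RNA was measured by 10x Genomics 3′ single-cell sequencing in CD45+ cells sorted from kidneys of FtHfl/fl and FtHΔ/Δ mice that had received AA or saline, together with antibody hashtags (feature barcodes) that mark the genotype. The labels list 4 samples, a gene expression and a feature barcode library for AA and for vehicle, each pooling both genotypes. Hashtags split each gene expression library into WT and KO, so there is 1 sample per genotype and treatment. The deposited matrices hold each cell's value in the unit count, as UMIs per gene and per hashtag, made by the authors with Cell Ranger (version 7.1.0 per the file headers, 7.0 per the submitters' notes). The notes also name Seurat 5.1 and a NovaSeq X Plus sequencer. The paper names a different sequencer model and an earlier Cell Ranger, and which of these is right was not settled.

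Genotype was read from the hashtag names, WT for FtHfl/fl and KO for FtHΔ/Δ. Neither the matrices nor the labels tie a matrix to AA or vehicle, so the treatment of each was left unassigned and the matrices are called library 1 and library 2. It was not worked out from expression. Comparisons of AA with vehicle that had been planned for the case that the labels gave it were not made. The comparisons of the report, the gene lists, the thresholds and many of the alternatives were fixed before the data were examined. The comparison of T cells, the edgeR test, the tests of explanations and the alternatives named below as added were chosen later.

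The matrices held 13212 and 15257 barcodes with 32285 genes. The lowest total per barcode was 500 UMIs. Cells were kept with at least 200 and at most 6000 detected genes and at most 10% mitochondrial UMIs, which 11408 barcodes of library 1 (86.4%) and 12413 of library 2 (81.4%) met. The paper words the upper limit as UMIs, so a limit of 6000 UMIs was run as an alternative, under which 5912 and 8424 barcodes were left. The mitochondrial limit removed 1584 and 2690 barcodes. Hashtags were called per library with a Gaussian mixture of 2 components on log counts, which put the thresholds for WT and KO at 156 and 311 counts in library 1 and at 168 and 401 in library 2. Barcodes above both thresholds (408 and 392) were removed as doublets, and 1981 and 4119 barcodes above neither were left untagged, with median depths of 809 and 1313 UMIs. Doublets within one hashtag cannot be seen this way, and from the mixed ones they were put at 5.04% and 4.87% of tagged cells. Scrublet called 0% of barcodes, which means that its threshold had not worked. As an alternative, the cells with the highest 5% of its scores were removed.

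Counts of the 16921 tagged cells were scaled to 10000 per cell and log transformed. On 2500 variable genes, chosen per library, 30 principal components, 20 neighbours, a shared-neighbour graph and Leiden clustering at resolution 0.6 were computed, with 0.3 and 1 as alternatives. Mitochondrial, ribosomal and predicted genes and 19 genes of interest, among them Fth1, Ftl1, Snca, Lyz1, Lyz2 and the ferroptosis genes, were left out of the clustering. No integration of the libraries was applied, and neither Harmony nor SingleR, which the paper names, was used here. Names were given to clusters by markers written down beforehand. A class needed at least 3 markers that were at least 2-fold above the median cluster (with 20 CPM added) and found in at least 10% of cells. This gave 24 clusters in 11 named classes. A further part of the naming rule was written after the data were seen: a cluster with no marker of its class among its 10 leading genes stayed unnamed if another class fitted better, its depth was low or only kidney epithelium fitted. It left 1 cluster unnamed, cluster 15, whose name had come from Kap RNA outside the cells. T cells are given without cluster 11, whose barcodes carry macrophage RNA (Apoe at 23779 and 10076 CPM in WT and KO cells of library 1), also a choice made after the data were seen.

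UMIs were summed per class, library and hashtag and given as CPM with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson intervals. The monocyte/macrophage sums held 34115370 and 28544071 UMIs in WT and KO of library 1 and 8448800 and 9864498 in library 2, so that 1 UMI is a small part of a CPM in each. A count of 0 is given as the limit that 3 counts would set. With n = 1 and cells of one sample not being replicates, no test across cells was run. A gene was counted as higher or lower when its pair held at least 100 UMIs (20 and 500 as alternatives), the ratio was at least 2-fold and the counting intervals did not overlap. For shares of cells with a UMI, every cell was also thinned at random to 1000 UMIs.

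Gene lists (15) were written beforehand. Per list, members with at least 50 UMIs summed over both genotypes and both libraries counted as measured, so a member could hold few UMIs in either library. Their median log2 ratio was given with the number higher and lower and a bootstrap interval over members (2000 draws). Its percentile was taken among 10000 random lists drawn from 20 bins of equal mean expression. Symbols not found in the matrices were Ly6a2, Mfsd7b and Mx1. Genes were named by a rule: Fth1 and Snca, up to 4 members per list and library (the highest CPM and the largest ratios), the 10 highest and 10 lowest past the rule of size per library, and 5 leading genes per class. Ccr2, Cxcr4, Ccl5, Ptprc and Treml4, and in the closing section Mmrn1 and the genes used to describe barcodes, were named after their values were seen. Gene positions are those of the GENCODE annotation of GRCm38.

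The rule of size was tested on simulated data drawn at the measured depth. It found 45.8% of genes simulated at 2-fold and 100% of those at 8-fold in library 1, and 44.1% and 100% in library 2, and it called 0 unchanged genes in either. The simulation holds counting noise only, with no variation between mice, so this says nothing about false calls from such variation. Genes simulated at 2-fold lie on the limit of the rule, so the shares found at 2-fold are largely set by the rule itself. An edgeR quasi-likelihood test of KO against WT with library in the model was chosen after the files were seen. It found 70% and 97% of genes simulated at 2-fold and 8-fold but also called 48 unchanged genes, and it treats libraries of unlike treatment as replicates, so no result of the report rests on it.

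Alternatives planned beforehand were the UMI limit, all barcodes without the cell filter, both resolutions and doublets kept for the composition, a mean over cells, thinning and a top hashtag with at least 90% of hashtag counts for Fth1 and Snca, the UMI minima, TMM scaling for lists and gene counts, and macrophages or monocytes alone for lists. Added after the data were seen were the 90% rule for composition and gene counts, removal by doublet score, cluster 15 in the class, the monocyte cluster 4 left out, both resolutions for gene counts, Fth1 and Snca, TMM scaling for Fth1, all settings for named genes, and the edgeR and DESeq2 tests. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used.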

Results

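Leukocytes (CD45+ cells) were sorted from kidneys of male mice, 8 to 10 weeks old at assignment, and profiled by 10x Genomics 3′ single-cell RNA sequencing. The mice carried either intact floxed alleles of Fth1 (FtHfl/fl) or a deletion of Fth1 in myeloid cells driven from the Lyz2 locus (FtHΔ/Δ). They had received aristolochic acid (AA), a plant nephrotoxin that injures the renal tubule, at 2 mg/kg daily for 5 days, or saline, and were harvested 6 weeks after the last injection. Each of 2 libraries pooled both genotypes, which were told apart by antibody hashtags named WT (FtHfl/fl) and KO (FtHΔ/Δ). Which library came from AA and which from saline was not given in the sources used here, so they are called library 1 and library 2. KO cells were compared with WT cells within each library, whose treatment is thus unknown, and AA was not compared with saline. There was 1 sample per genotype and treatment (n = 1), so no difference has a replicate check, and all intervals are 95% intervals that cover counting error only.

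Library 1 held 13212 barcodes with 119202757 unique transcript counts (UMIs), and library 2 held 15257 barcodes with 89558541. Of all 28469 barcodes, 23821 (83.7%) passed the cell filter and 16921 of these carried a single hashtag. In library 1 these were 3270 WT cells with a median of 12702 UMIs and 5749 KO cells with a median of 5919. In library 2 they were 3461 WT cells (4936) and 4441 KO cells (5112). RNA from outside the cells differed between the libraries. Apoe, a macrophage transcript, stood at 3691 and 2821 counts per 1000000 UMIs (CPM) in WT and KO T cells of library 1 (without cluster 11) and at 183 and 144.0 in those of library 2, while Kap, a proximal tubule transcript, stood at 1.08 and 2.67 CPM in T cells of library 1 and at 1582 and 1314 in those of library 2.

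The targeted gene was examined first, to ask in which leukocytes Fth1 was lost. Fth1 encodes the ferritin heavy chain, which oxidises and stores iron, and it was far lower in KO than in WT monocytes/macrophages of both libraries. In library 1 it stood at 18610 CPM in WT and 442 CPM in KO cells (log2 ratio −5.40, −5.42 to −5.37), or 2.37% of the WT level. In library 2 it stood at 5322 and 354 CPM (log2 ratio −3.91, −3.96 to −3.86), or 6.65% of WT. Conventional dendritic cells were lower by less, with 6072 CPM in WT and 3343 in KO cells of library 1 and 5912 and 1808 in library 2. T cells showed almost none of this difference once cluster 11, whose barcodes carry macrophage RNA, was left out. They stood at 2114 CPM in WT and 2067 in KO in library 1 (3949 and 2149 with that cluster) and 1460 and 1295 in library 2. NK cells of library 2 stood at 1766 and 1600. Cycling cells, not split by class, stood at 13475 and 1815 CPM in library 1 and 3230 and 705 in library 2. KO neutrophils stood at 686 CPM in library 1 and 703 in library 2. WT neutrophils numbered only 6 and 15 cells, too few for a comparison.

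These values rested on 2033 WT and 1842 KO monocytes/macrophages with 34115370 and 28544071 UMIs in library 1 and on 1152 and 1305 cells with 8448800 and 9864498 UMIs in library 2. Macrophages alone held 18860 CPM of Fth1 in WT and 387 in KO cells of library 1, and 6504 and 474.0 in library 2. Monocytes alone held 5286 and 1283 CPM in library 1 and 4341 and 277 in library 2. After every cell was thinned to 1000 UMIs, which left out 2 WT and 10 KO cells of library 1 and 4 and 8 of library 2, Fth1 was detected in 99.0% of WT and 29.2% of KO monocytes/macrophages of library 1, and in 92.7% and 30.1% of those of library 2. The shares without thinning were 100% and 96.3% in library 1 and 99.0% and 84.8% in library 2. T cells thinned in the same way gave 83.8% and 83.9% in library 1 and 74.2% and 69.4% in library 2, at median depths of 2068, 3577, 3660 and 4443 UMIs against 16005, 14997, 6602 and 6788 in monocytes/macrophages. Every class held Fth1 UMIs, so none gave a background share. Each library pooled both genotypes and free macrophage RNA reached T cells (Apoe in 100% of those of library 1), so the Fth1 left in KO cells is not shown to be their own. With cells limited to 6000 UMIs the log2 ratio of Fth1 was −2.44 in library 1 and −3.07 in library 2, and as a mean over cells it was −4.78 in library 1.

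**Figure D1:**
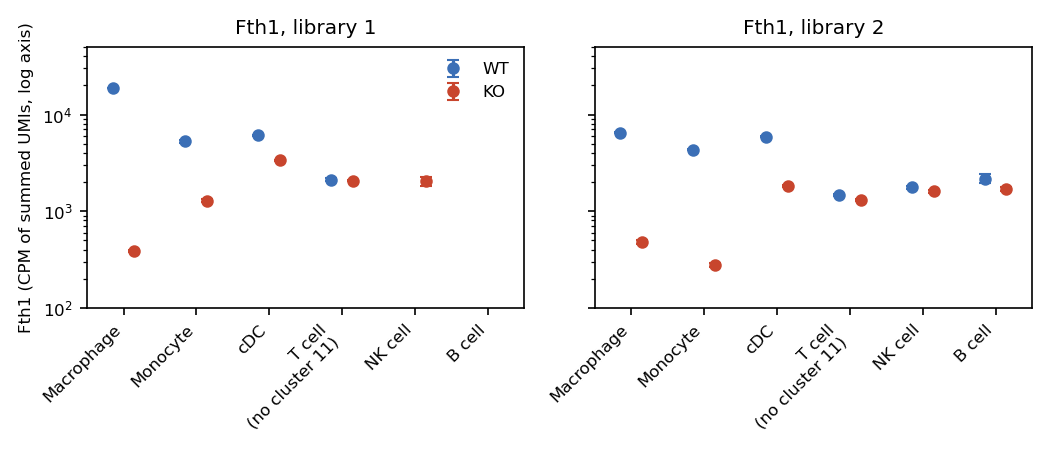
Fth1 in macrophages, monocytes, conventional dendritic cells (cDC), T, NK and B cells, as CPM of summed UMIs on a log axis, for WT and KO cells of library 1 and library 2, with exact Poisson intervals that cover counting error only. Populations of under 20 cells are not shown. Macrophages lie at 18860 and 387 CPM in library 1 and 6504 and 474.0 CPM in library 2, while T cells (without cluster 11) of the genotypes lie close together.

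Genes tied to the target and to its Cre driver differed as well. Ftl1, which encodes the light chain of ferritin, was higher in KO monocytes/macrophages of both libraries, at 8509 CPM in WT and 14295 in KO in library 1 (log2 ratio 0.75) and 3998 and 8896 in library 2 (log2 ratio 1.15). Lyz2, the lysozyme gene whose locus carries the Cre, stood at 26646 and 15574 CPM in library 1 and at 9536 and 52.9 CPM in library 2 (log2 ratio −7.49, −7.62 to −7.37), where T cells of all clusters held 113 and 69.5 CPM. Lyz1, its neighbour and near copy, was higher in KO cells, at 217 and 2992 CPM in library 1 and 67.6 and 681 in library 2, where it differed in monocytes (21.7 and 1037) but not in macrophages as a whole (123 and 126). Reads of the paralogs Lyz1 and Lyz2 can be shared in counting, which leaves their split uncertain. Best1, a chloride channel gene beside Fth1, was higher in KO cells at 9.12 and 448 CPM in library 1 (log2 ratio 5.62) and 2.37 and 115 CPM in library 2 (log2 ratio 5.60). On mouse build GRCm38 (mm10), Fth1 (ENSMUSG00000024661) lies on the forward strand of chromosome 19 from 9980598 to 9985098 and Best1 (ENSMUSG00000037418) on the reverse strand from 9985174 to 10001633. Lyz2 (ENSMUSG00000069516) lies on chromosome 10 from 117277331 to 117282321 and Lyz1 (ENSMUSG00000069515) from 117287797 to 117292868, both on the reverse strand, and Ftl1 (ENSMUSG00000050708) on chromosome 7 from 45457944 to 45459884, also reverse.

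Snca, which encodes α-synuclein, was asked about next, because its induction after loss of FtH was a question of the study. No Snca UMI was found in any tagged cell of either genotype or library. Among monocytes/macrophages, 0 UMIs in the KO cells of library 1 allows up to 0.105 CPM and 0 in those of library 2 up to 0.304 CPM, against limits of 0.0879 and 0.355 CPM in WT. By cells, 0 of 1842 KO monocytes/macrophages in library 1 allows a share with a UMI of up to 0.163%, and 0 of 1305 in library 2 up to 0.230%. With no UMI in either genotype, no difference in Snca mRNA between them could be measured. The study reported Snca mRNA as significantly higher in whole kidneys of FtHΔ/Δ mice without injury, by bulk RNA sequencing. Its evidence for SNCA in macrophages of the line was mainly protein, which these counts do not measure. Snca (ENSMUSG00000025889) lies on chromosome 6 from 60731575 to 60829855, reverse strand. Among the other genes of the synuclein list, Prkn, Lrrk2, Gba and Uchl1 held enough UMIs over both libraries together. Their median log2 ratio was −0.08 in library 1 (2 higher and 2 lower in KO) and 0.34 in library 2 (3 and 1). Uchl1 was at only 0.118 CPM in WT monocytes/macrophages of library 2.

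Which leukocytes the kidneys held in each genotype was compared next. Monocytes/macrophages made up 62.2% of WT cells (60.5 to 63.8) and 32.0% of KO cells (30.8 to 33.3) in library 1, and 33.3% (31.7 to 34.9) and 29.4% (28.1 to 30.8) in library 2. T cells went the other way, at 25.0% of WT and 50.5% of KO cells in library 1 and 25.7% and 31.0% in library 2, with the 169 WT and 521 KO barcodes of cluster 11 in library 1 counted among them. Conventional dendritic cells were at 9.66% and 13.3% in library 1 but 14.8% and 7.66% in library 2. B cells made up 0.982% of WT and 5.76% of KO cells of library 2 and neutrophils 0.433% and 3.04%, while NK cells stood at 12.4% and 10.8%. Taken apart, macrophages made up 59.8% of all WT and 28.5% of all KO cells of library 1, and monocytes 2.32% and 3.53%. In library 2 macrophages were 18.6% and 15.02% and monocytes 14.7% and 14.4%. A cluster led by Spp1, Arg1 and Fn1 (cluster 10) held 18.3% of WT and 6.26% of KO cells of library 1 and 0 of 3461 and 0 of 4441 cells of library 2. All shares are of CD45-sorted cells with a single hashtag, and kidney epithelium still made up 4.68% and 2.91% of tagged cells in library 2. The unnamed cluster 15, kept out of every class, held 0.245% and 0.104% of cells in library 1 and 4.02% and 3.94% in library 2. Its leading genes Adgre4 and Plcb1 were also among those of the monocyte cluster 4, so the monocyte shares may leave out part of the monocytes.

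Different clusters held most of the monocytes/macrophages in the libraries, namely clusters 2, 7 and 10 in library 1 and clusters 6 and 4 in library 2. The median depth of monocytes/macrophages lay above 6000 UMIs in each group, and a limit of 6000 UMIs per cell lowered their shares to 23.0% of WT and 7.55% of KO cells in library 1 and to 24.3% and 20.5% in library 2. When a hashtag needed at least 90% of a cell's hashtag counts, the order in library 2 turned, with 17.8% of WT and 30.9% of KO cells.

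**Figure D2:**
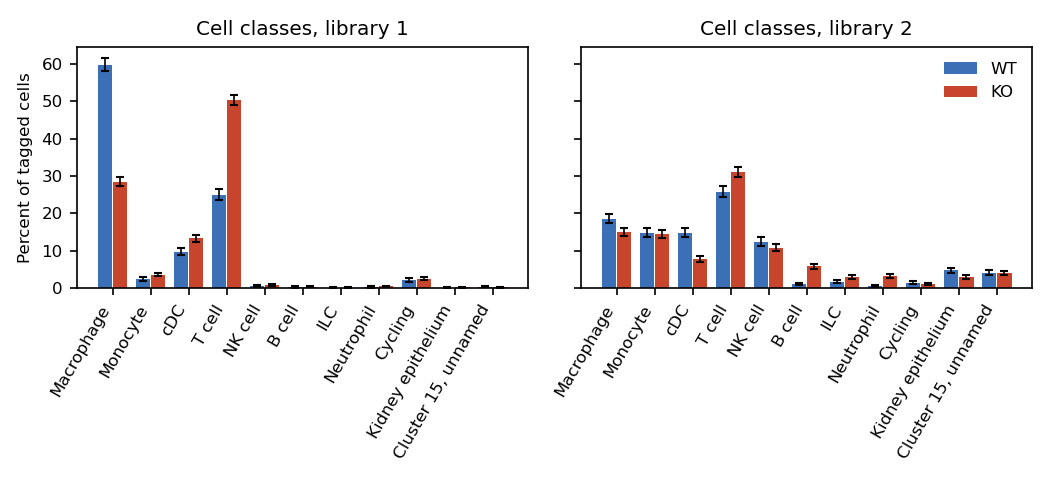
Share of cell classes among tagged cells, in percent, for WT and KO cells of library 1 and library 2, with exact Clopper-Pearson 95% intervals. Macrophages stand at 59.8% and 28.5% in library 1 and at 18.6% and 15.02% in library 2. Plasmacytoid dendritic cells and plasma cells are not shown.

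The transcripts that differed between genotypes in monocytes/macrophages were then listed. Genes higher in KO cells of both libraries included Hmox1 (heme oxygenase 1), Slc40a1 (the iron exporter ferroportin), Spic (a transcription factor of iron-recycling macrophages) and Gclm (a subunit of the enzyme that starts glutathione synthesis), besides Best1, Lyz1 and the predicted gene Gm20658. Hmox1 stood at 116 CPM in WT and 355 in KO cells of library 1 (log2 ratio 1.62) and at 165 and 580.4 in library 2 (1.82). Slc40a1 had log2 ratios of 2.57 and 2.12, Spic of 1.83 and 2.47, and Gclm of 1.15 and 2.45. Of 11563 genes with at least 100 UMIs in library 1, 135 were higher and 45 lower in KO by at least 2-fold with counting intervals apart. In library 2 these were 66 and 40 of 9708 genes. Over the 9569 genes measured in both libraries, 14 were higher in both, where independent lists would share 0.506, and 1, Fth1, was lower in both, where independent lists would share 0.0387. The log2 ratios of the libraries correlated weakly across these genes (Pearson r 0.224, Spearman rho 0.138), and genes are not independent replicates. A limit of 6000 UMIs per cell left 42 genes in library 1 and 61 in library 2, and the 90% hashtag rule gave 429 in library 2.

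Other genes passed the rule of size in 1 library only. In library 1, Slc15a2, a peptide transporter, was at 0.791 CPM in WT and 61.9 in KO cells, and the scavenger receptor Marco at 0.0879 and 3.57. C030014I23Rik, Ighg2c, Ccl24, Shisa9 and Plpp3 were also higher in KO, with log2 ratios from 2.83 to 4.36. Flg, which encodes filaggrin, had 267 UMIs in WT and 0 in KO cells, with a log2 ratio below −5.91 by the counting interval. It was lower in library 2 too, with 47 UMIs in WT and 3 in KO cells (5.56 and 0.304 CPM), too few for the rule. Cp, the ferroxidase ceruloplasmin, was at 23.0 and 7.88 CPM, and Frmpd4, Klhl13, Abhd14b, Trim68, Gm29585 and Mlh1 were lower with log2 ratios from −2.08 to −1.38. In library 2, Slc7a11, the cystine importer that feeds glutathione synthesis, was at 30.8 and 119.7 CPM, and Nxpe4, Nectin1 and the stress cytokine gene Gdf15 were higher with log2 ratios of 3.80, 3.37 and 2.24. Genes lower in KO cells of library 2 included the chemokine gene Cxcl9 (166 and 3.35 CPM), Fkbp5 (356 and 73.9), a glucocorticoid-responsive chaperone gene, Ddit4 (91.5 and 28.3), an inhibitor of mTOR signalling, and the matrix gene Vcan (98.6 and 20.3). Gm22146, Jaml and Strip2 were lower as well, with log2 ratios of −2.50, −2.09 and −1.58. The only genes past the rule in opposite directions were Retnla, a gene of alternatively activated macrophages, with log2 ratios of 1.22 in library 1 and −6.81 in library 2, and Rpl29, a ribosomal protein gene, with −1.44 and 1.10. Retnla and Cxcl9 were among the leading genes of cluster 7, which held 450 of 2033 WT and 673 of 1842 KO cells of the class in library 1 and 39 of 1152 and 11 of 1305 in library 2, so for both the mix of cells is not set apart from a difference within cells.

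Ferroptosis, an iron-dependent form of cell death by lipid peroxidation, was the process that the study asked about in these cells. Of the 13 ferroptosis genes that the study displayed, 12 were higher and 1 lower in KO monocytes/macrophages of library 1 (median log2 ratio 0.20, percentile 99.95 among 10000 random lists matched on expression), and 10 were higher and 3 lower in library 2 (median 0.47, percentile 100). Because the list is the one the study displayed for these samples, its direction is not independent evidence. Hmox1, Slc40a1 and Gclm passed the rule of size in both libraries, and Slc7a11 passed it in library 2. Gpx4, the enzyme that reduces lipid peroxides, was at 273 and 284 CPM in library 1 and at 216 and 243 in library 2, and Pcbp2, an iron chaperone, at 248 and 269 and at 269 and 264. A wider list of ferroptosis genes, with 37 measured, had 23 higher and 14 lower in library 1 (median 0.05, percentile 89.4) and 24 higher and 13 lower in library 2 (median 0.10, percentile 98.95). It shares members with the displayed list, among them Hmox1, Slc40a1 and Gclm.

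Macrophages and monocytes were also taken apart, without a test between them. In library 1 the median of this list was 0.20 in macrophages (12 higher and 1 lower) and 0.17 in monocytes (9 and 4), of which only 76 were WT. In library 2 it was 0.59 in monocytes (10 and 3) and −0.11 in macrophages (6 and 7). The study itself reported ferroptosis as the leading pathway in monocytes under both treatments and in macrophages after AA. For macrophages of vehicle mice it reported no significantly enriched pathway. The treatment of each library is unknown here, so these values cannot be set against that split. Of the listed genes, 6 passed the rule of size in monocytes of library 2, all higher in KO, and 0 in its macrophages. Hmox1 was at 186 and 897 CPM in monocytes of library 2 but at 139 and 85.9 in its macrophages, whereas in macrophages of library 1 it was at 116 and 353. Slc7a11 was at 52.0 and 191 CPM in monocytes of library 2, Gclm at 23.4 and 192, and Spic at 16.0 and 129.9. Slc40a1 had 3 UMIs in WT and 169 in KO monocytes of library 2 (43.3-fold, with a counting interval of the log2 ratio from 3.86 to 7.73). The monocytes were cluster 4 alone, which carried markers of classical (Vcan) and non-classical monocytes (Treml4). In monocytes/macrophages of library 2, Vcan was at 98.6 and 20.3 CPM and Treml4 at 82.7 and 178.5. For all monocyte values of library 2, the mix of monocytes is therefore not set apart from a difference within cells.

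**Figure D3:**
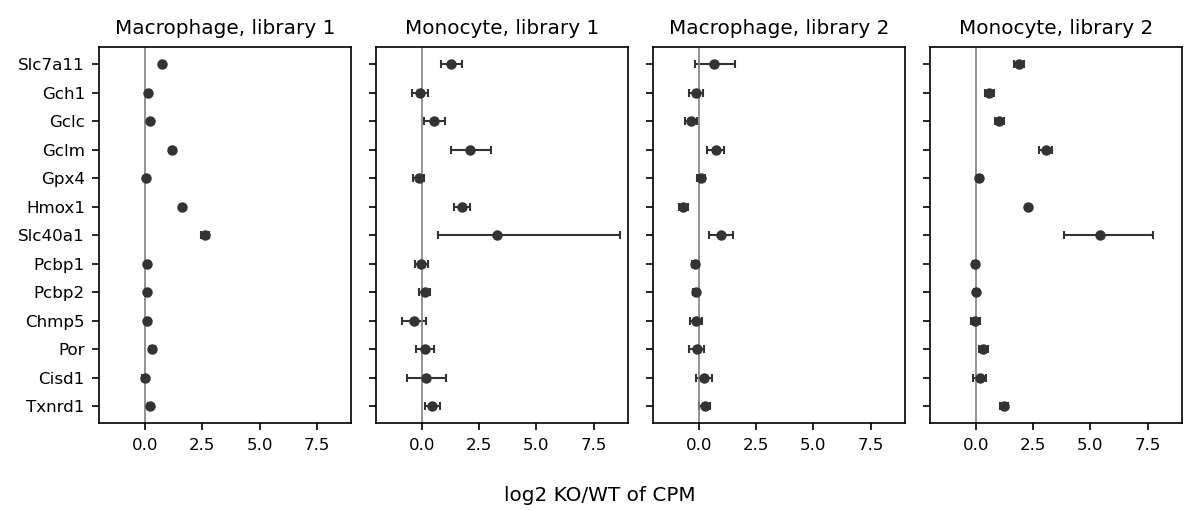
Log2 ratio of KO to WT CPM for the 13 ferroptosis genes that the study displayed, in macrophages and in monocytes of library 1 and library 2, with counting intervals. Hmox1 lies on the side of higher values in KO in macrophages of library 1 and monocytes of library 2. In macrophages of library 2 it lies on the side of lower values.

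Antioxidant and glutathione genes were examined as the neighbouring pathways. The antioxidant (NRF2) list shares Slc7a11, Gclc, Gclm, Hmox1 and Txnrd1 with the study's ferroptosis list, and the glutathione list shares Gclc, Gclm and Gpx4 with it. Shifts of these lists are therefore not independent of each other. Of 20 NRF2 and oxidative stress genes, 18 were higher and 2 lower in KO cells of library 1 (median 0.23, percentile 100), and 20 were higher and 0 lower in library 2 (median 0.52, percentile 100). Prdx1, a peroxiredoxin, was at 1362 and 1609 CPM in library 1 and at 559 and 1267 in library 2, while Nfe2l2, which encodes NRF2 itself, was at 689 and 690.1 and at 435 and 486. In library 2 this shift too was found in monocytes (17 higher and 2 lower, median 0.72) and not in macrophages (9 and 11, median −0.04). Glutathione metabolism had 26 of 37 measured genes higher in library 1 (median 0.19) and 24 of 37 in library 2 (median 0.25), both at percentile 100, with a bootstrap interval in library 2 that included 0 (−0.0152 to 0.563). In library 2 its median was 0.31 in monocytes (20 higher and 10 lower) and −0.00780 in macrophages (16 and 20, percentile 29.3). Gsr, glutathione reductase, was at 79.99 and 118 CPM in library 1 and 438 and 674 in library 2 (though with a log2 ratio of −0.44 in its macrophages alone), and Gpx1, a glutathione peroxidase, at 1155 and 1332 and at 1380 and 1642. Iron handling genes, which include Fth1 itself, had 19 higher and 6 lower in library 1 (median 0.15, percentile 99.98) and 14 and 11 in library 2 (median 0.03, percentile 73.3).

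Gene groups of immune function went apart between the libraries. Chemokines and receptors were mostly higher in KO cells of library 1 (18 higher and 5 lower, median 0.36, percentile 100) and divided in library 2 (11 and 12, median −0.22, percentile 0), and within monocytes of library 1 their median was −0.21. Cxcl13, which attracts B cells, had a log2 ratio of 2.40 in library 1, and Cxcl9 had 0.52 there against −5.63 in library 2. Interferon response genes had 13 higher and 4 lower in library 1 (median 0.40, percentile 100), with Ifitm3 at 445 and 750.0 CPM, and 7 higher and 10 lower in library 2 (median −0.06, percentile 11.3). Antigen presentation genes shifted by little, with medians of 0.10 (15 higher and 5 lower, percentile 89.0) and −0.14 (5 and 15, percentile 0.01). Genes of protein processing in the endoplasmic reticulum stayed near the WT level in library 1 (16 and 8, median 0.03, percentile 46.4) and were lower in library 2 (2 and 22, median −0.33, percentile 0), where the chaperone gene Hspa5 was at 1049 and 739 CPM and Creld2 at 50.4 and 21.7. Extreme percentiles were thus not particular to the ferroptosis and antioxidant lists, and none of these differences between the libraries was tested.

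Injury and fibrosis associated macrophage genes had 8 higher and 14 lower in library 1 (median −0.07) and 14 and 8 in library 2 (median 0.15). Spp1, the osteopontin gene, was at 2751 CPM in WT and 1678 in KO cells of library 1 and at 51.0 and 21.7 in library 2. It leads cluster 10, which held 600 of 2033 WT and 360 of 1842 KO cells of the class in library 1, so cell mix is not set apart there. Igf1 was higher in KO in library 2 (log2 ratio 1.65). Resident kidney macrophage genes had medians of 0.00 in library 1 (8 higher and 7 lower) and −0.02 in library 2 (6 and 9), where the list went apart into 0.19 in macrophages (11 and 4) and −0.20 in monocytes. Early response genes, which the dissociation of tissue induces, had 15 higher and 1 lower in library 1 (median 0.28, percentile 100) and 12 and 4 in library 2 (median 0.11; 0.32 in macrophages and −0.0563 in monocytes), and an effect of handling cannot be told from one of genotype here. Cell cycle genes had medians of 0.12 (11 and 7) and 0.04 (12 and 6), and the check list of Lyz2, Lyz1, Fth1, Ftl1 and Ptprc had medians of 0.19 and 0.21, each with 3 higher and 2 lower.

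Among WT cells, macrophages, monocytes, conventional dendritic cells and T cells (without cluster 11) were set side by side. Other classes, such as NK cells, B cells and neutrophils, were left out, so highest means highest of the classes compared. Over these classes the genes of interest were distributed in a similar way in both libraries for part of each list. Slc40a1 was highest in macrophages, at 11.3 and 12.8 CPM. Gsr was highest in monocytes at 519.6 and 742 CPM, as was Gpx1 at 1736 and 1763. Of 19 chemokine and receptor genes, 8 were highest in macrophages in both libraries, among them Ccl3 and Cxcl2, 2 were highest in monocytes (Ccr2 and Cxcr4) and 1 in T cells (Ccl5), and for 8 the class differed or the counting intervals met. Of the 13 ferroptosis genes displayed by the study, 11 had no single class that was highest in both libraries.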

Values the study reported

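The study reported 9 immune cell populations in the kidney after clustering. Its cell filter used limits of 200 genes, 6,000 UMIs and 10% mitochondrial UMIs, and its clustering used 2,500 variable genes, 30 principal components and a resolution of 0.6.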

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

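The tests of explanations below were all chosen only after the results they concern had been seen, while the comparison of the libraries gene by gene was planned. Genes and lists are given here because KO lay on one side of WT in library 1 and on the other side in library 2, and signals in barcodes without a hashtag because no comparison used those barcodes. The differences between the libraries were not tested, as each rests on 1 sample per genotype, and the treatment of each library is unknown.

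Values are log2 ratios of KO to WT in monocytes/macrophages, for library 1 and then library 2. Genes higher in KO in library 1 and lower in library 2 were the chemokine genes Cxcl9 (0.52 and −5.63), Cxcl10 (0.61 and −0.66) and Ccl6 (0.14 and −0.53), the interferon-induced Gbp2 (0.42 and −1.33) and Ly6e (0.49 and −0.10), Retnla (1.22 and −6.81) and Cd163 (1.18 and −1.55), both of alternatively activated or resident macrophages, the chaperone genes Hspa5 (0.11 and −0.51) and Hspa1b (1.20 and −0.23), the antigen presentation gene H2-Eb1 (0.13 and −0.13), the adhesion gene Jaml (0.66 and −2.09), Strip2 (0.64 and −1.58) and C030014I23Rik (4.36 and −4.03). Genes lower in library 1 and higher in library 2 were Nectin1 (−0.34 and 3.37), Prkn, the Parkin gene (−0.24 and 0.52), Rpl29 (−1.44 and 1.10) and the cathepsin gene Ctsb (−0.0551 and 0.0680). The sign in library 2 turned under alternatives for Hspa1b (0.19) and H2-Eb1 (0.0672) with at most 6000 UMIs, for H2-Eb1 in macrophages only (0.0577) and for Cxcl10 in monocytes only (1.70). Cxcl9 and Retnla were among the leading genes of cluster 7, whose part of the class was higher in KO in library 1 and lower in library 2, so cell mix is not set apart here. Retnla had 3 UMIs in KO cells of library 2, and C030014I23Rik had 14 and 1 UMIs in WT and KO cells there. Cd163 was low as well, at 1.775 and 0.608 CPM in WT and KO cells of library 2, with a counting interval from −3.199 to −0.0979.

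Among lists, the medians were above 0 in library 1 and below 0 in library 2 for antigen presentation (0.10 and −0.14), chemokines and receptors (0.36 and −0.22), protein processing in the endoplasmic reticulum (0.0287 and −0.33), the interferon response (0.40 and −0.06) and resident macrophage genes (0.00474 and −0.0199). The reverse held for injury and fibrosis associated genes (−0.0665 and 0.15) and the synuclein list (−0.0797 and 0.34). Bootstrap intervals over list members included 0 in at least 1 library for all of these lists except antigen presentation.

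In barcodes without a hashtag, 10 Snca UMIs were found in library 1 and 0 in library 2. Kap stood at 17.4 CPM in the untagged barcodes of library 1 that passed the cell filter and at 29941 CPM in those of library 2.

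Snca was absent from all tagged cells, and several explanations were weighed. Too few UMIs is argued against, since 0 in 80972739 monocyte/macrophage UMIs allows only 0.0371 CPM, and a gene that the reference could not count is argued against by 10 Snca UMIs in library 1. Those 10 UMIs lay in 7 untagged barcodes with 2 UMIs of the leukocyte gene Ptprc but 468 of Slc34a1 and 318 of Lrp2, both proximal tubule genes. The same 10 UMIs argue against a strain that lacks Snca and its neighbour Mmrn1 for every mouse of library 1. Library 2 held 0 Snca UMIs over all 15257 barcodes and 89558541 UMIs, untagged barcodes rich in Kap RNA included. The mice of library 2 are therefore not covered by this argument. For them and for some of the mice of library 1 these counts leave it open, because Mmrn1 had 1 UMI over all barcodes of both libraries. The genotype of the untagged barcodes is also unknown. The paper describes the genotypes as littermates and reports SNCA staining in kidneys of both. By bulk RNA sequencing it also reports significantly higher Snca mRNA in FtHΔ/Δ than in FtHfl/fl kidneys. This argues against such a strain for the mice stained and for the FtHΔ/Δ mice of the bulk comparison. Whether those were the mice whose single cells were sequenced is not stated. Low transcription of Snca in leukocytes, the biological explanation, was not tested. The study's higher Snca mRNA was measured in whole kidneys, and its evidence in macrophages of the line was mainly SNCA protein, shown by staining. It proposes that loss of FtH raises the translation of Snca mRNA, and protein was not measured here.

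Lyz2 was nearly absent from KO monocytes/macrophages of library 2 and not of library 1. A different mix of cells is argued against by a log2 ratio of −4.23 or lower within each of 3 clusters, and reads moved to its neighbour Lyz1 are argued against because Lyz1 and Lyz2 together were at 7.64% of WT. The values that the absence of an intact Lyz2 copy in these cells needs are there: Lyz2 in KO monocytes was at 0.612 times its level in KO T cells in library 2, and at 6.44 times in library 1. Cre inserted in both Lyz2 copies could give this pattern, but the number of Cre copies per mouse is not given, and an effect of treatment or of the missing ferritin on Lyz2 was not tested.

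Best1, the neighbour of Fth1, was higher in KO monocytes/macrophages of both libraries. A different mix of cells is argued against by a log2 ratio of at least 4.25 in each of 7 pairs of cluster and library. A tie to the loss of Fth1 beside it stays open, because Best1 was higher in 3 of 5 such pairs outside the class that had lost Fth1 to under 50% and in 3 of 14 that had kept it. An inherited difference that acts in every cell stays open as well: the log2 ratio in T cells was −0.37 (−0.95 to 0.25) in library 1, where Best1 RNA from outside the cells cannot be set apart, and 1.15 (0.01 to 2.48) in library 2.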

How the results depend on the processing

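The 90% hashtag rule (for composition and gene counts), removal by doublet score, cluster 15 in the class, cluster 4 left out, all settings for named genes and the tests by edgeR and DESeq2 were chosen only after the data had been seen. The results of the report rest on no test, so pairing does not enter them, while the main edgeR fit below pairs WT and KO by library. Where a value below differs from the report, the cause was not tested, except that a minimum of 500 UMIs leaves fewer genes to count and a minimum of 20 more. Depth limits what is seen: the median depth of monocytes/macrophages lay above 6000 UMIs in each group, so a limit of 6000 UMIs removes most of them.

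Of 30 composition values 16 stayed within their counting intervals. The share of monocytes/macrophages in library 1 was 23.0% of WT and 7.55% of KO cells with at most 6000 UMIs, 58.6% of WT with all barcodes and 74.4% of WT under the 90% hashtag rule. In library 2 the shares of WT and KO were 24.3% and 20.5% with at most 6000 UMIs, 31.1% and 27.5% with all barcodes, 37.4% and 33.3% at resolution 0.3, 17.8% and 30.9% under the 90% rule, and 37.3% and 33.3% with cluster 15. Only the 90% rule turned the order of the genotypes.

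Fth1 was lower in KO under every alternative, and Snca had 0 UMIs under each that was run for it (a scaling or a mean leaves a count of 0 at 0). Of 54 values 39 were the same. The log2 ratio of Fth1 in library 1 was −2.44 with at most 6000 UMIs, −5.25 with all barcodes, −5.32 under the 90% rule, −5.48 without the highest doublet scores, −5.61 without cluster 4, −4.78 as a mean over cells and −4.85 after thinning. In library 2 it was −3.07 with at most 6000 UMIs, −3.86 with all barcodes, −3.795 at resolution 0.3, −3.98 without the highest doublet scores, −3.791 with cluster 15, −3.78 without cluster 4, −3.43 as a mean over cells and −3.54 after thinning.

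The genes past the rule of size, 180 in library 1 and 106 in library 2, became 344 and 240 at a minimum of 20 UMIs, 66 and 41 at 500, 42 and 61 with at most 6000 UMIs, of which 15 and 30 were shared with the main result, and 429 in library 2 under the 90% rule, with 58 shared. The other 15 of 22 counts stayed within 1.5 times. Between the libraries, 1941 genes differed in WT and 1629 in KO cells. At 500 UMIs these were 980 and 782, with at most 6000 UMIs 912 and 709, and at 20 UMIs 2533 in KO.

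A list median counts as the same inside the bootstrap interval of the main median, and as reversed only where that interval excluded 0. Of 120 list medians 107 were the same, among them all under TMM scaling and at 20 UMIs. One of these, glutathione in macrophages only of library 2, was at −0.00780, inside a wide interval. In monocytes only of library 1 the medians were −0.21 for chemokines, reversed, 0.15 for early response, and −0.36 for cell cycle and 0.20 for the synuclein list, which changed sign from medians not set apart from 0. In macrophages only of library 2 they were −0.11 for the study's ferroptosis list and −0.0370 for NRF2, both reversed, −0.0652 for antigen presentation, 0.19 for resident genes, also a change of sign, 0.32 for early response and 0.62 for the synuclein list. In monocytes only of library 2 they were 0.16 for interferon, which changed sign in the same way, −0.20 for resident genes and −0.0563 for early response, the last reversed.

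Of 778 values of named genes 503 were the same, 253 moved and 22 reversed. Reversed log2 ratios with at most 6000 UMIs were, in library 2, Apoe 0.0802, C1qb 0.21, Cxcl2 −0.33, H2-Eb1 0.0672 and Hspa1b 0.19, and in library 1 Ctsd −0.14. In macrophages only of library 2 they were Apoe 0.42, C1qb 0.16, Cd74 0.0514, Chil3 −0.89, Gsr −0.44, H2-Eb1 0.0577, Hmox1 −0.69 and Ifitm3 −0.22. In monocytes only they were Cxcl10 1.70, Fos −0.12 and Ifitm3 −0.0533 in library 2, and Cd74 0.18, Chil3 −0.68, Gdf15 −0.93, Junb −0.14 and Nxpe4 −0.63 in library 1.

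The edgeR test over both libraries called 4 of 14480 genes (Best1, Lyz1, Hmox1 and Slc40a1, all higher in KO; 891 at unadjusted p < 0.05), 424 with no filter on low counts (1521 unadjusted) and 0 with no library term (40 unadjusted), and DESeq2 called 35 (280 unadjusted). Fits with each population left out in turn also dropped the library term and left a single sample in a genotype, assumed to vary like the others. They therefore cannot show whether the calls rest on a single population.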

Other observations

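T cells were compared between the genotypes only after the data had been seen, and so was the choice to leave out cluster 11, while the side by side values of the libraries were planned. Lyz2-driven deletion is not meant to act in T cells, and Fth1 there was close to WT. The median of the cell cycle genes was above 0 in T cells of both libraries. Of 16 measured members, 13 were higher and 3 lower in library 1 (median log2 ratio 0.51), and 15 were higher and 1 lower in library 2 (median 0.78), both at percentile 100 of random lists. By the rule of size 0 of them passed in library 1 and 3 in library 2. The genotypes also differed in their mix of T cells and in depth, since cluster 8 held 409 of 648 WT and 681 of 2380 KO T cells of library 1, at median depths of 2068 and 3577 UMIs per T cell, so this is not shown to be a difference within a kind of T cell. Interferon response genes in T cells had medians of 0.23 in library 1 (12 higher and 5 lower) and −0.27 in library 2 (2 and 15). Medians of the study's ferroptosis list in T cells were 0.14 (8 and 4) and 0.07 (7 and 5), and those of the wider list −0.0323 (16 and 17) and 0.13 (22 and 11, percentile 99.99). By the rule of size, 39 genes were higher and 72 lower in KO T cells of library 1, of 8600 measured, and 29 and 34 of 8581 in library 2.

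Monocytes/macrophages of the libraries differed far more than those of the genotypes, and treatment, batch, cell mix and RNA outside the cells cannot be separated in this. The class was made of different clusters, with 600 WT and 360 KO cells of cluster 10, led by Spp1 and Arg1, in library 1 and 0 in library 2, and 4 and 8 cells of cluster 6, led by Dlc1, in library 1 and 584 and 622 in library 2. Of 11093 genes measured in WT cells, 1129 were higher and 812 lower in library 2, and of 10948 in KO cells, 945 and 684. Higher in library 2 were Kap (1.52 CPM in library 1 and 873 in library 2 in WT), found in 99.1% of its WT monocytes/macrophages, Dlc1 (0.293 and 105.5) and the homing receptor gene Sell (0.410 and 34.0). Lower in library 2 were the chemokine gene Ccl8 (203 and 1.07 CPM in WT), the arginase gene Arg1 (139 and 1.18), the lysosomal glycoprotein gene Gpnmb (51.0 and 0.710) and the gelatinase gene Mmp2 (24.2 and 0.237). In KO cells Mucl1 went from 203 CPM in library 1 to 0 UMIs in library 2.

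Among macrophages alone, 112 genes were higher and 40 lower in KO of library 1, of 11466 measured, and 31 and 58 of 7836 in library 2. Among monocytes alone these were 26 and 6 of 3824 and 67 and 51 of 7894. Lyz1 in library 2 was at 123 and 126 CPM in WT and KO macrophages. The 39 WT cells of cluster 7 held 442 of the WT macrophage UMIs of Lyz1, and in cluster 6, which held most macrophages there, it was at 6.91 and 52.7 CPM.

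Clustering here gave 24 clusters, which fell into 11 named classes and 1 unnamed cluster. The number of clusters is higher than the number of populations quoted from the study above, but these are unlike quantities, since kidney epithelium and small clusters were kept here and left out there.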
